A study of Mus musculus with 6 samples. Its data were reported in "Trdn-as directs m6A-dependent transcriptional termination for accurate triadin isoform switching, preventing aberrant dyads and cardiomyopathy" (2026).

How the data were processed

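Hearts of 3 *Trdn-as* KO and 3 WT mice were compared, each sequenced as 1 strand-specific total RNA library with single-end reads. The authors trimmed the reads, aligned them to the mouse genome GRCm38 with STAR and discarded PCR duplicates, reads of more than 1 location, and ribosomal and mitochondrial reads. Counting per gene was done by the authors with featureCounts. It was strand-aware and limited to exons, and reads that could belong to more than 1 gene were not counted. The authors then divided the counts of each library by its DESeq2 size factor. The deposited table holds 1 score per gene and library, which is the read count divided by the size factor and rounded to a whole number. The values are neither CPM nor per gene length, and raw counts were not analysed here. The table has 21776 genes, of which 14970 are protein coding, 9 lie on the Y chromosome and 0 are mitochondrial. Every gene reaches a value of 2 in at least 1 library, and 17444 genes are above 0 in all 6. Gene coordinates came from the table, and exons from GENCODE M21, which holds 99.8% of its gene identifiers and gives the same coordinates for 75.2% of the genes.

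The size factor of each library was estimated from the values under 1000, since counts divided by a factor and rounded leave a regular pattern of skipped and repeated whole numbers. The estimates were 1.149, 1.057 and 1.005 in KO replicates 1 to 3 and 0.795, 0.955 and 1.103 in WT replicates 1 to 3. Tested on simulated data, the estimate recovered 30 factors over 21776 genes with errors of at most 0.00433%. The log likelihood gained over a factor of 1 was above 100 in 5 libraries and 24.6 in KO replicate 3, whose factor is close to 1. Read totals were estimated as the total of the values times the size factor. The floor of 3 reads corresponds to values of 2.61 to 3.77 on the deposited scale, and a gene whose values in a group were all at or under it is given a bound and not a fold change. The floor covers counting error only, since reads without molecular identifiers are not independent molecules. Multi-mapping reads were removed upstream, so genes with close paralogs or pseudogenes can be under-counted, and some reads of a pseudogene can belong to its parent.

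Values were transformed to log2(value + 1), and genes with a mean of at least 10 over the 6 samples were tested. This left 13753 genes, which hold 99.3% of the deposited reads, and 8023 genes untested. KO and WT were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. No covariate was used. The residual degrees of freedom were 4 and the prior degrees of freedom 15.4. A test on raw counts had been planned as the first choice, with limma in its place should the table hold normalised values, which it does. Tested on simulated data of 5 sets with 200 changed genes each, the test recovered 65 to 72% of genes changed 1.5-fold and 83 to 91% of genes changed 2-fold, at most 8.09% of the calls were false, and the slope of fitted on true changes was 0.990 to 1.01. In the simulation, genes of similar abundance shared 1 dispersion and varied independently. These rates hold for that setting, and recovery in the real data was not measured and may be lower. *Trdn-as* was looked up by its position, since the table lists it under a clone name. The sense features inside *Trdn* introns other than AC109214.2 are given from a fit without the filter, since 2 of them lay under it, and the plot along the *Trdn* locus shows that fit.

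The design, the alternatives and the following gene lists were fixed before the data were examined. There were 7 biological lists, namely calcium release, skeletal muscle counterparts, promoter factors, m6A methyltransferase, cytoskeletal proteins, cardiac ion channels, and stress and fibrosis markers, and 6 technical lists of blood, atrial, fat, immediate early, clock and sex-linked genes. Lists of imprinted genes, platelet genes, cardiomyocyte transcripts and transcripts of other cells were added after the data had been seen. The p-values were adjusted over each biological list alone and over all genes. Each list was also tested as a set with fry of limma on log2(value + 1), which took the place of log2 CPM, without *Trdn-as*. The genes named were *Trdn-as*, *Trdn*, the genes of the fixed lists, and beyond these the 5 genes with the largest change in each direction among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between groups, or all that pass if fewer. Genes named outside this rule are said to be so.

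Alternatives were limma-voom, median-of-ratios and total scaling, no filter beyond a total of 1, at least 10 in every sample, a block for the replicate number, a pseudocount of 0.1, a threshold of 0.01 and leaving out each library in turn. A correction for read density and limma without the mean-variance trend were added after seeing the data. The density correction fitted a loess of each library's deviation on reads per exonic kilobase, which removes any difference shared by genes of similar density whatever its cause. It was tested on simulated data without a group effect, on 194 genes above a density limit lower than that of the Results. The range between libraries of their median deviation fell from 0.106 to 0.0181. The fit of every gene was repeated over the 10 splits of the 6 samples into 3 and 3. Correlations across the 6 libraries were tested by all 720 permutations. Parents of pseudogenes were sought with BLAST 2.17.0. Further tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.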

Results

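The data were normalised read counts of 21776 genes from strand-specific total RNA sequencing of mouse hearts, with 3 *Trdn-as* KO hearts and 3 WT hearts. *Trdn-as* is a long non-coding RNA transcribed antisense to *Trdn*, the gene of triadin, a protein of the cardiac calcium release complex, and in the KO mice a polyadenylation cassette in the first exon of *Trdn-as* stopped its transcription. The deposited values of the 6 libraries summed to between 3.13 and 3.25 M. Estimated from the spacing of the rounded values, the libraries held 3.62, 3.31 and 3.15 M counted reads in KO replicates 1 to 3 and 2.59, 3.04 and 3.46 M in WT replicates 1 to 3. The mean was 3.36 ± 0.235 M (SD, n = 3) in KO and 3.03 ± 0.435 M (SD, n = 3) in WT, a ratio of 1.11.

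The first question was whether *Trdn-as* was lost from the KO hearts. *Trdn-as* was listed under the name AC157017.2 (ENSMUSG00000112707), an antisense RNA on the minus strand of chromosome 10 from 33222345 to 33256418 (GRCm38). Its normalised read counts were 690, 773 and 688 in the WT hearts, a mean of 717 ± 48.5 (SD, n = 3). In the KO hearts they were 1, 0 and 1, a mean of 0.667 ± 0.577 (SD, n = 3). All 3 KO values lay at or under the floor of 3 reads, so *Trdn-as* was at least 240-fold lower in KO than in WT hearts. The fitted log2 fold change was -8.82 (SE 0.24), with an adjusted p of 3.91e-15 (limma, two-sided, Benjamini-Hochberg). A pseudocount of 0.1 in place of 1 moved this value most, to -10.50.

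The second question was how loss of the antisense transcript changed the RNA of its host gene. *Trdn* (ENSMUSG00000019787) lies on the plus strand of chromosome 10 from 33080554 to 33476709. Its normalised read counts were 2489, 2381 and 2551 in KO hearts, a mean of 2474 ± 86.0 (SD, n = 3), and 1541, 1541 and 1516 in WT hearts, a mean of 1533 ± 14.4 (SD, n = 3). *Trdn* was therefore 1.61 times as abundant in KO hearts, with a log2 fold change of 0.69 (SE 0.05) and an adjusted p of 2.35e-07 (limma). The difference was larger than the spread between replicates, and all 3 KO values were above all 3 WT values. Among the alternatives the fold change moved most under a correction for read density, to 0.75, and the call was lost when limma was run without the mean-variance trend (adjusted p 0.145). Over all alternatives the adjusted p of *Trdn* from limma ran from 1.13e-08 to 0.145. The cardiac isoform has 8 exons and ends at 33196317, whereas the skeletal muscle isoform has 38 exons and runs to 33476709. A count per gene cannot separate the isoforms.

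Across all genes, 13753 had a mean value of at least 10 and were tested, and 4 of them passed an adjusted p of 0.05 (limma), with 3 higher and 1 lower in KO. At an unadjusted p under 0.05 there were 790 genes, 405 higher and 385 lower, where 688 would be expected with no effect. When 1 library was left out, this number ran from 507 without KO replicate 3 to 1182 without WT replicate 3. The KO and WT values did not overlap for 1248 genes, or 9.07%, against 10% expected by chance. The median SE of the log2 fold change was 0.12, and 74.6% of the tested genes had an SE under 0.2. The count of genes past an adjusted p of 0.05 depended most on KO replicate 1. Without that library 32 genes passed, 17 higher and 15 lower, including the 4 genes. In the 6 fits that each left out 1 library the count ran from 2 to 32. It was 2 without KO replicate 2, 2 without WT replicate 1 and 7 without WT replicate 3. Without WT replicate 2 there were again 4 genes, of which 2 were shared.

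Besides *Trdn-as* and *Trdn*, the genes that passed were AC109214.2 and *H19*. AC109214.2 (ENSMUSG00000111980) is a processed pseudogene on the plus strand of chromosome 10 from 33463905 to 33464348, inside the *Trdn* intron between exons 33 and 34 of the skeletal muscle isoform. Its normalised read counts were 39, 32 and 27 in KO hearts (32.7 ± 6.03, SD, n = 3) and 10, 8 and 9 in WT hearts (9 ± 1, SD, n = 3). Its log2 fold change was 1.74 (SE 0.27), with an adjusted p of 0.0117 (limma). *H19* (ENSMUSG00000000031), a long non-coding RNA on the minus strand of chromosome 7 from 142575558 to 142578120, had normalised read counts of 139, 189 and 131 in KO hearts (153 ± 31.4, SD, n = 3) and of 72, 78 and 94 in WT hearts (81.3 ± 11.4, SD, n = 3). Its log2 fold change was 0.89 (SE 0.14), with an adjusted p of 0.0117 (limma). Both genes passed in only 3 of the 6 fits that each left out 1 library. Without KO replicate 2 the adjusted p from limma was 0.190 for AC109214.2 and 0.190 for *H19*. Without WT replicate 1 it was 0.0589 and 0.396, and without WT replicate 2 it was 0.0580 and 0.115. Over all alternatives the adjusted p from limma ran from 0.00754 to 0.190 for AC109214.2 and from 0.00690 to 0.754 for *H19*.

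**Figure D1:**
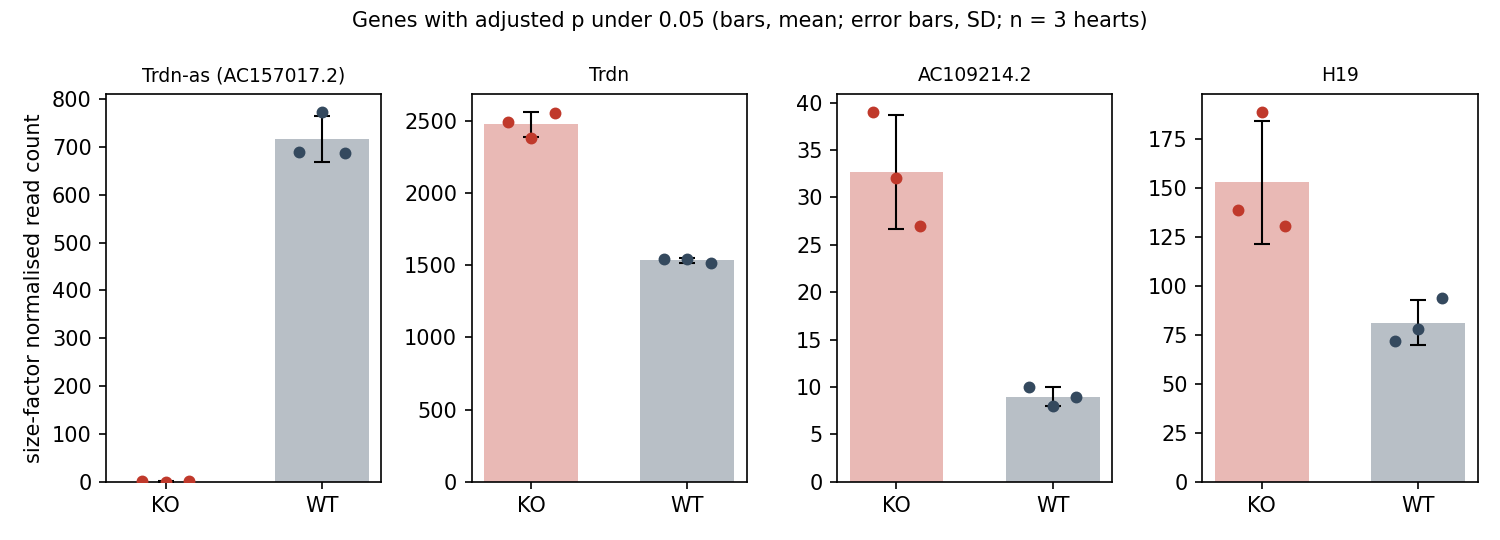
Normalised read counts on linear axes of the 4 genes with an adjusted p under 0.05, with 1 point per heart and bars for the group mean and SD (n = 3 per group). For each gene the 3 KO and the 3 WT values do not overlap.

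Along *Trdn*, 4 annotated features on the sense strand lay inside introns and overlapped no *Trdn* exon, and 3 of them were singled out only after their values were seen. The feature between exons 4 and 5, AC157017.3, from 33171710 to 33172486, had 28, 35 and 30 normalised reads in KO hearts and 26, 20 and 30 in WT hearts, a log2 fold change of 0.29 (SE 0.22) with an unadjusted p of 0.20 (limma). The processed pseudogene AC157017.1 between exons 9 and 10, from 33211085 to 33211632, had 14, 9 and 10 reads in KO hearts. In WT hearts it had 3, 1 and 1, all at or under the floor, so it was at least 2.92-fold higher in KO. The processed pseudogene AC109214.4 between exons 23 and 24, from 33412076 to 33412528, had 13, 8 and 11 reads in KO hearts and 3, 3 and 4 in WT hearts, a log2 fold change of 1.41 (SE 0.41) with an unadjusted p of 0.00196 (limma). Summed over the 3 features after exon 8, AC109214.2 included, KO hearts had 54.3 ± 10.1 (SD, n = 3) and WT hearts 14 ± 2 (SD, n = 3) normalised reads. Per 100 *Trdn* reads this was 2.20 ± 0.403 in KO and 0.913 ± 0.130 in WT (SD, n = 3).

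**Figure D2:**
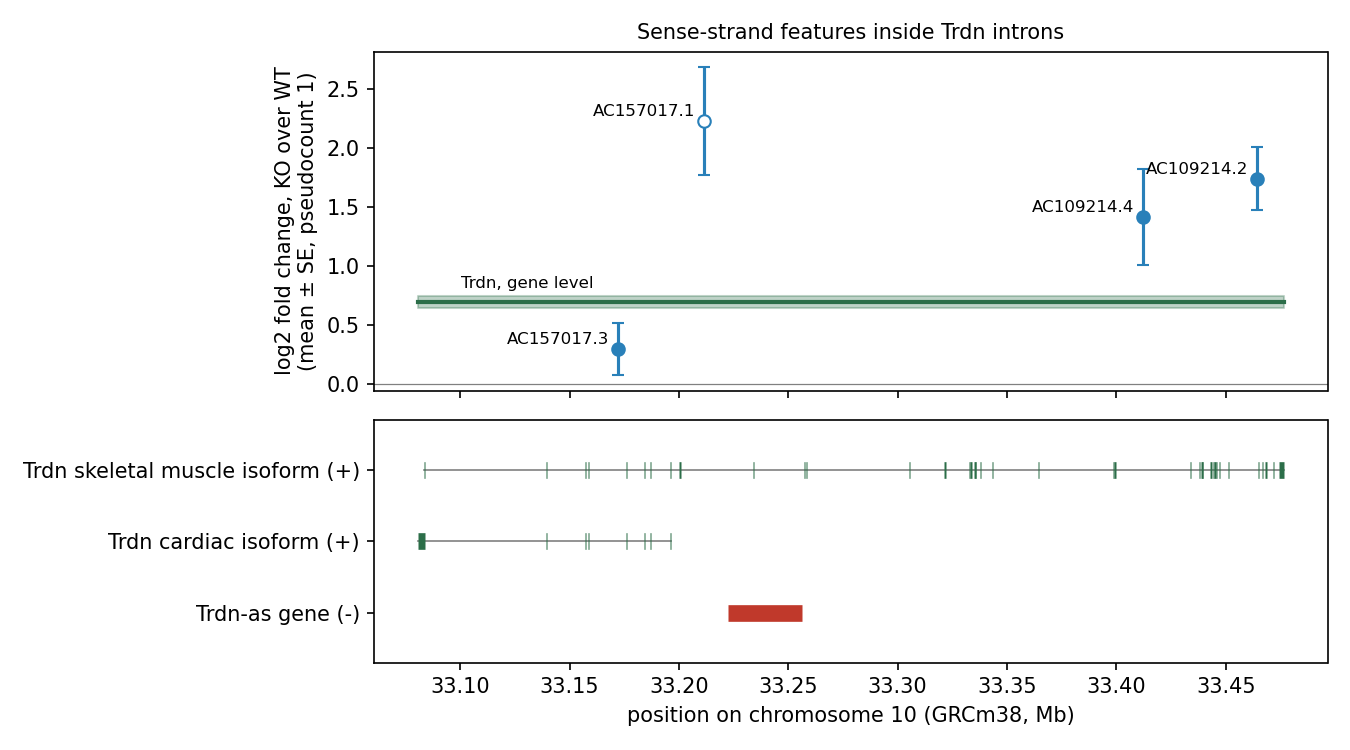
Fitted log2 fold change between KO and WT hearts, with its SE, of the 4 sense features inside introns (points) and of *Trdn* (band), above a map of both isoforms and of *Trdn-as* by position in Mb on chromosome 10 (GRCm38), with exons drawn at a minimum width. The 3 features after exon 8 lie above the band of *Trdn* at 0.69, and the open marker is the feature whose WT values were all at or under the floor of 3 reads, so that its fitted value depends on the pseudocount.

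Of the 16 genes of the calcium release complex and of excitation-contraction coupling, 15 were tested. *Fkbp1b* was below the filter, with values of 0, 4 and 2 in KO hearts and 0, 3 and 3 in WT hearts. Adjusted over the list alone, 1 gene passed, *Trdn*, which was also the 1 gene that passed over all genes tested, and 7 genes had an unadjusted p under 0.05. The other 14 genes were all lower in KO, under the stated settings and under each alternative, with log2 fold changes between -0.17 and -0.03 and a median of -0.11. Their smallest unadjusted p was 0.0196 (limma), for *Ryr2*, and 6 of them were under 0.05. The count was 9 without WT replicate 3, and between 1 and 9 over the fits that each left out 1 library. Without WT replicate 1 the count was 1 and the median of the other 14 genes was -0.06.

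Fold changes also followed read density. The 25 genes with more than 512 reads per exonic kilobase were all lower in KO, with a median log2 fold change of -0.15, whereas genes of lower density had medians of -0.06, -0.00, 0.02 and 0.04 from the densest class down. Without WT replicate 1 the median of the 25 genes was -0.06 and 23 of them were lower, and without WT replicate 3 the median was -0.23 and 24 were lower. A correction for read density, chosen after seeing the data, removes any difference shared by genes of similar density. After it the median of the 25 genes was -0.01, with 18 of them lower, and the median of the 14 calcium release genes was -0.04, with 1 gene at an unadjusted p under 0.05.

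**Figure D3:**
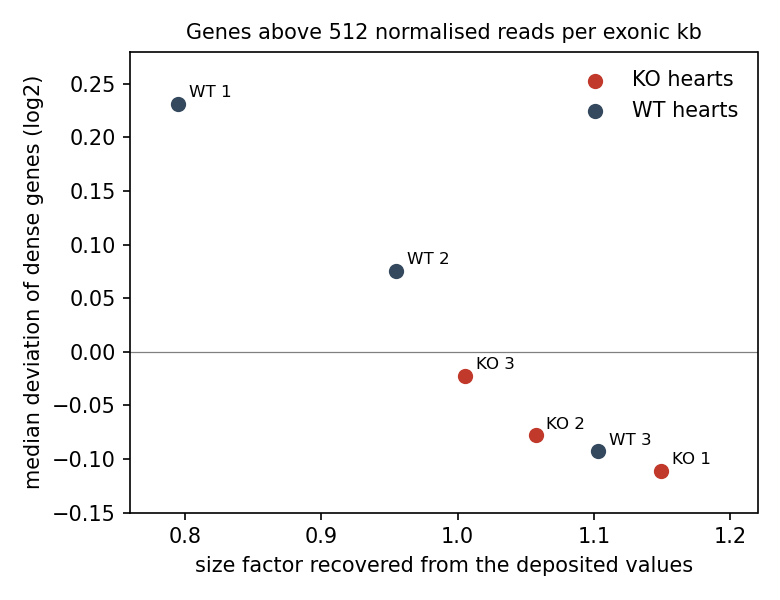
Median deviation (log2) of the 25 genes with more than 512 reads per exonic kilobase in each of the 6 hearts, plotted against the size factor of the library, with KO and WT hearts marked. The deviation falls from 0.23 in WT replicate 1, the library with the smallest size factor, to -0.11 in KO replicate 1, the library with the largest.

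The remaining lists asked whether related genes followed. Among markers of cardiac stress and fibrosis, 14 of 15 were tested, with 6 higher and 8 lower in KO. Adjusted over the list alone, 3 genes passed, and 0 passed over all genes tested, with 4 at an unadjusted p under 0.05. *Acta1* had values of 386, 342 and 334 in KO hearts and 541, 406 and 567 in WT hearts, a log2 fold change of -0.50 (SE 0.10) with an adjusted p over the list alone of 0.000902 and over all genes of 0.148 (limma). *Xirp2* had values of 6151, 5712 and 5939 against 7295, 6840 and 6551, a log2 fold change of -0.22 (SE 0.06) with an adjusted p over the list alone of 0.00641 (limma). *Nppb* fell by 0.33 on the log2 scale (SE 0.11), with overlapping groups and an adjusted p over the list alone of 0.0415 (limma). *Acta1* passed over the list in all 6 fits that each left out 1 library, *Xirp2* in 4 and *Nppb* in 2. The count was 7 without KO replicate 1, 5 without WT replicate 3, and 1 without KO replicate 2 and without WT replicate 2. Under the correction for read density it was 1, with *Xirp2* at -0.09, and without the mean-variance trend it was 0.

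Of the 14 ion channel genes of the cardiac action potential, all were tested, with 6 higher and 8 lower in KO. *Kcne1* was the 1 gene that passed over the list alone, with a log2 fold change of 0.95 (SE 0.26) and an adjusted p of 0.0268 over the list and 0.688 over all genes (limma). Its values of 44, 84 and 109 in KO hearts and 52, 40 and 26 in WT hearts overlapped. Over the list 0 genes passed without KO replicate 2, KO replicate 3, WT replicate 2 or WT replicate 3, 1 passed without KO replicate 1, and 2 passed without WT replicate 1. The adjusted p of *Kcne1* over the list ran from 0.000125 to 0.621 over the alternatives (limma).

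In 4 further lists 0 genes passed over the list alone, 0 passed over all genes tested, and 0 had an unadjusted p under 0.05. These were the skeletal muscle counterparts of the calcium release genes, with 5 of 9 tested, 3 higher and 2 lower in KO, the transcription factors examined at the *Trdn-as* promoter, with 6 of 6 tested, 1 higher and 5 lower, the subunits of the m6A methyltransferase, with 4 of 4 tested, 2 higher and 2 lower, and the cytoskeletal proteins examined for association with triadin, with 5 of 5 tested, 1 higher and 4 lower. Of the transcription factors, 4 were lower in KO under total scaling, and likewise 4 without KO replicate 1 and 4 without WT replicate 2. Without KO replicate 1 the count of the skeletal muscle list was 1, from *Cacna1s*, and without WT replicate 3 that of the cytoskeletal list was 1, from *Actc1*. *Ryr1*, *Atp2a1* and *Sypl2* were below the filter, and *Cacng1* was not analysed here.

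Each list was also tested as a set with fry from limma, two-sided, leaving *Trdn-as* out. None of the 7 lists passed after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were also 0 lists. The adjusted p was 0.340 for the promoter factors, the methyltransferase and the cytoskeletal proteins, 0.445 for the calcium release and the stress lists, 0.821 for the ion channels and 0.924 for the skeletal muscle counterparts. Without *Trdn* the calcium release list had an unadjusted p of 0.0614 (fry, limma).

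Similarity between hearts was described without a test, since an exact two-sided permutation test of 3 against 3 cannot go below 0.1. Spearman correlations of log2 values were 0.987 to 0.990 in the 6 pairs of hearts of the same genotype, with a median of 0.989, and 0.986 to 0.990 in the 9 pairs of different genotype, with a median of 0.988. The medians differed by 0.00101, less than the spread between pairs. The first 5 principal components held 27.6, 20.3, 19.3, 17.4 and 15.5% of the variance, and 0 of them placed all KO hearts on one side of all WT hearts.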

Values the study reported

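The study reported that in mouse hearts antisense transcription from *Trdn-as* extended as far as exon 8 of *Trdn*. In *Trdn-as* KO hearts it reported more transcription of *Trdn* past exon 10.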

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

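*Trdn-as* kept its direction and its adjusted p under 0.05 (limma) in all 15 alternatives that gave a value, with log2 fold changes from -10.50 to -8.49. *Trdn* was higher in KO in all 16 alternatives, with log2 fold changes from 0.67 to 0.75, and its adjusted p stayed under 0.05 in all but 1. Without the mean-variance trend, an alternative chosen after seeing the data, its fold change was 0.69 with an SE of 0.07 and an adjusted p of 0.145 (limma). Without the trend 1 gene passed over all genes, with 0 higher in KO, 0 ion channel genes passed and 0 stress genes passed, and 780 genes had an unadjusted p under 0.05. In that alternative all genes share 1 prior variance, but the cause was not tested further.

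With at least 10 in every sample, 2 genes passed and 0 were lower in KO, because *Trdn-as* and AC109214.2 fell under the filter and gave no value. At an adjusted p of 0.01, 2 genes passed, 1 of them higher in KO, since the threshold was stricter. Limma-voom and no filter beyond a total of 1 each gave 2 calcium release genes, *Trdn* and *Ryr2*. The cause was not tested. Under the correction for read density 0 ion channel genes and 1 stress gene passed. The cause was not tested for *Kcne1*. The median-of-ratios, total scaling, pseudocount and voom alternatives, and no filter beyond a total of 1, each gave the same 4 genes over all genes, as did the density correction. Total scaling moved the median log2 fold change of all genes from 0.00 to 0.02.

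Over the 6 fits that each left out 1 library, the count of genes ran from 2 to 32, with 1 to 17 higher and 1 to 15 lower in KO. The largest count came without KO replicate 1. Calcium release genes ran from 1 to 9, with 9 without WT replicate 3, and skeletal muscle counterparts from 0 to 1, with 1 without KO replicate 1. Cytoskeletal genes ran from 0 to 1, with 1 without WT replicate 3. Ion channel genes ran from 0 to 2, with 2 without WT replicate 1, and stress genes from 1 to 7, with 7 without KO replicate 1. The counts of promoter factors and methyltransferase genes stayed at 0 in every alternative run. With 2 hearts in 1 group the variance of each gene rests on fewer samples, and the cause of each shift was not tested.

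The replicate numbers did not pair the hearts. After removing group means, hearts of the same number correlated across genes at 0.05, -0.07 and -0.03, and genes are not independent replicates. With the replicate number as a block, the same 4 genes passed over all genes. Over the lists 0 ion channel genes and 4 stress genes passed, with *Myh7* added to the stress genes. The adjusted p of *Kcne1* over the list was 0.0728 (limma), against a range of 0.000125 to 0.621 over its alternatives.

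None of the 7 lists passed the set test in any alternative in which it was run, and limma-voom was not used for it. The mean-variance trend does not enter the set test, so the alternative without it repeated the same values. That alternative is no separate check of the lists, although its set tests are among the 181 values counted below. The unadjusted p was under 0.05 for 1 list under total scaling (cytoskeletal), with the block (methyltransferase), without KO replicate 1 (methyltransferase), without WT replicate 1 (cytoskeletal) and without WT replicate 3 (promoter factors). Its direction reversed for lists far from the threshold, and the cause was not tested. For the ion channels the adjusted p with the opposite direction was 0.778 under total scaling, 0.992 under the density correction, 0.679 without KO replicate 3 and 0.770 without WT replicate 3, and over the 6 fits that each left out 1 library the adjusted p of this list ran from 0.580 to 0.770. For the skeletal muscle counterparts it was 0.834 with at least 10 in every sample, 0.969 with the block, 0.637 without KO replicate 1, 0.994 without KO replicate 3 and 0.901 without WT replicate 3, and over the 6 fits it ran from 0.425 to 0.994. Among single genes and set tests the other changes were 29 weaker and 2 stronger, and 181 values kept direction and side of the threshold. Among the alternatives that gave a value, the difference between the median correlations of hearts was largest without KO replicate 1, at 0.00197. In each of them it stayed smaller than the range from the lowest to the highest correlation between pairs.

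Count models with their own scaling were not run, because the values are rounded normalised values and not counts, and sex was not used as a covariate because all 6 hearts carried Y-linked RNA. Depth limits the sense features inside *Trdn*, whose values were at most 39 reads.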

Other observations

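Chosen only after the results were seen were the tests on read density, cardiomyocyte transcripts, *H19* and imprinted genes, platelet genes and the change of the features inside *Trdn* relative to *Trdn*, and the counts over splits other than that of genes with an adjusted p under 0.05.

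The counts in the report were compared with those from other splits of the hearts. Of the 10 splits of the 6 samples, 2 gave at least 4 genes with an adjusted p under 0.05 (limma) and 3 gave at least 790 genes with an unadjusted p under 0.05, the real split included. For the lists, 2 of the 10 splits gave at least 1 calcium release gene, 2 of the 10 gave at least 1 ion channel gene, and 3 of the 10 gave at least 3 stress genes. All 10 splits gave 0 lists past the set test, the count of the real split. The share of splits cannot fall under 0.1 with 3 against 3, so chance cannot be told apart from genotype for these counts as wholes. *Trdn-as* and *Trdn* passed in the real split and in none of the other 9.

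The split of KO replicate 1, WT replicate 1 and WT replicate 2 from the other hearts gave the largest count at an unadjusted p under 0.05, with 1336 genes against 790 in the real split, and 7 stress genes against 3, but 1 gene, *Myh7b*, past an adjusted p of 0.05 (limma). *Myh7b* was singled out after its values were seen, and what sets these hearts apart was not tested. The split that gave more genes past the adjusted threshold than the real one set KO replicate 1, WT replicate 1 and WT replicate 3 against the other hearts, with 8 genes past an adjusted p of 0.05 (limma) and 798 at an unadjusted p under 0.05. These 8 genes were singled out after their values were seen. *Alas2*, *F5*, *Ppbp*, *Itga2b*, *Fam46c*, *B3galt2* and *Myh7* were higher in these 3 hearts and *Slc15a2* was lower. *Alas2* had 152, 221 and 148 normalised reads in them and 79, 90 and 61 in the others, and *Myh7* had 1043, 990 and 834 against 359, 439 and 556. A list of platelet genes written without the genes of the split had 4 genes tested of 12, and all 4 were higher in the 3 hearts, with a median log2 difference of 0.43 and a fry p of 0.0193 (limma, two-sided). The red cell list holds *Alas2*, a gene of the split. Its other 4 genes were all higher in the 3 hearts as well, with a median of 0.68. Residual blood in these hearts may explain the blood genes of the split. It leaves *Myh7* and *B3galt2* open, which are not blood genes, and *Slc15a2*, which was lower in the 3 hearts. The platelet gene *Pf4* did not separate, with 43, 35 and 35 reads against 26, 35 and 39. Between KO and WT hearts 0 of the 5 blood genes had an unadjusted p under 0.05. All 5 were lower in KO, with a median log2 fold change of -0.22 and a fry p of 0.620 (limma), but the median was 0.05 without WT replicate 1 and -0.68 without WT replicate 2. The 4 platelet genes had a fry p of 0.570 between KO and WT.

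Tissue other than ventricle was weighed as a source of the differences between KO and WT. To test for blood, atrial or fat tissue in the samples, 11 transcripts of these tissues were examined. Of them, 0 had KO and WT values that did not overlap, against 10% by chance, and 0 had an unadjusted p under 0.05 (limma). The 5 atrial genes had a median log2 fold change of 0.10, and *Cfd*, the 1 fat gene of 5 tested, had -0.06. A count of 0 of 11 is close to what chance gives, and single hearts differed. All 5 fat genes were highest in KO replicate 2, where *Cfd* had 27 normalised reads against 6 to 13 in the other hearts, *Plin1* 15 against 3 to 8 and *Adipoq* 13 against 2 to 5, and 3 of the 5 atrial genes were highest there too. The atrial gene *Bmp10* was highest in WT replicate 3 instead, at 56 reads against 0 to 8 in the other hearts. *H19* was highest in KO replicate 2, at 189. Fat or atrial tissue in KO replicate 2 as the whole cause of the *H19* rise is argued against, because without that heart the log2 fold change was still 0.73 (SE 0.14), and the other KO hearts, with 139 and 131 reads, stayed above all WT hearts. A part of the rise in KO replicate 2 stays open. For the 4 genes as a set the count of 0 of 11 decides nothing, so other tissue cannot be told apart from none by it. For *Trdn-as* and *Trdn*, other tissue as the cause is argued against by the size of their changes. The log2 fold changes of 44 cardiomyocyte transcripts ran from -0.34 to 0.35, with 38 lower in KO. *Trdn-as* was at least 240-fold lower in KO and *Trdn* was higher by 0.69. Other tissue stays open for AC109214.2 and for a part of the *H19* rise. Unequal sex is argued against as well, because Y-linked genes summed above *Xist* in 6 of 6 hearts, at 1837 to 1998 reads against 1 to 4. The 4 sex-linked genes tested of 5 gave 0 genes at an unadjusted p under 0.05.

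The hour of collection could differ between the groups. Of 13 clock genes, 12 changed in the direction of higher clock output in KO, counting *Arntl*, *Clock* and *Npas2* with the opposite sign, with a median signed log2 fold change of 0.17 and 5 genes at an unadjusted p under 0.05. The set test gave a fry p of 0.0653 (limma, two-sided), so a different hour and no difference cannot be told apart here, and the labels give no hour. Of 8 immediate early genes 7 were tested, with 5 higher in KO and a fry p of 0.495. *Fos* passed over its list with an adjusted p of 0.0151 (limma), but its values of 44, 19 and 54 in KO and 10, 23 and 15 in WT hearts overlapped.

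A segment of chromosome 10 from the embryonic stem cell line could stay linked to the edited allele and change neighbouring genes. Within 10 Mb of *Trdn*, the genes of the *Trdn* locus left out, 7 of 76 genes (9.21%) had an unadjusted p under 0.05, against 780 of 13673 (5.70%) elsewhere. The Fisher's exact p was 0.207 (two-sided) and 0 genes of the window had an adjusted p under 0.05 (limma). A linked segment cannot be told apart from none by this test, which has few genes. Of the 4 genes of the report, 3 lie inside the *Trdn* locus.

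The fall of dense genes followed library depth more closely than genotype. Over the 6 libraries, the median deviation of the 25 densest genes correlated with the size factor with a Pearson's r of -0.982 (exact permutation p 0.00139, two-sided) and a Spearman's rho of -1 (exact permutation p 0.00278, the smallest that 720 permutations can give for a rank correlation). The larger of the 2 values after Benjamini-Hochberg adjustment was 0.00278. Leaving out KO replicate 1 and WT replicate 1, the libraries with the factors farthest from the median, r was -0.955. The order held within KO and within WT hearts, but 3 hearts each are too few for a correlation. A candidate explanation is the loss of reads of dense transcripts in deeper libraries, since the authors removed duplicate reads and single-end reads from the same start count once. A model of such saturation predicted a range of 0.202 (log2) between libraries, and the observed range was 0.342, so the model covers a part of the range.

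A smaller share of cardiomyocyte RNA in KO hearts would also lower such genes, and 7 of the 25 genes are on a list of cardiomyocyte transcripts. Of 44 cardiomyocyte transcripts 38 were lower in KO, with a median log2 fold change of -0.12. Among the 44, 17 had an unadjusted p under 0.05, and the fry p was 0.166 (limma). Their median was -0.06 without WT replicate 1 and -0.17 without WT replicate 3. The 11 cardiomyocyte transcripts with low read density had a median log2 fold change of -0.0551 with quartiles of -0.13 and 0.07. This value cannot be told apart from 0 or from a small loss. Of 35 transcripts of other cells 16 were higher and 19 lower, with a median of -0.02 and a fry p of 0.840. *Vwf* passed over that list (log2 fold change 0.34, adjusted p 0.0378, limma). The 19 transcripts of other cells with middle read density had a slope of -0.43 on the log2 size factor, against -0.42 in 26 cardiomyocyte transcripts of the same density. The 7 cardiomyocyte transcripts of high read density followed the size factor in order, with a Spearman's rho of -1. The 26 of middle read density did not follow depth in order. Their median deviation was -0.02 in KO replicate 1, the deepest library, and -0.09 in KO replicate 2. At this density 25 of the 26 cardiomyocyte transcripts were lower in KO, with a median of -0.11, against 13 of 19 with a median of -0.06 in the transcripts of other cells, and this difference was not tested. The slope in transcripts of other cells is consistent with a depth effect, but depth alone leaves the larger fall of the cardiomyocyte transcripts open. The correction for read density removes any difference shared by dense genes, so it cannot separate the explanations. The fall of the calcium release genes and of *Xirp2* may come from depth, from a smaller cardiomyocyte share or from genotype.

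The rise of RNA along *Trdn* was not even. The 3 sense features after exon 8 rose by a log2 fold change of 1.88 (SE 0.22, limma p 6.34e-08), and by 1.19 (SE 0.22) relative to *Trdn* as a whole, with a limma p of 3.51e-05, in 3 of 3 KO hearts above all WT hearts. A rise of *Trdn* RNA by 1 factor along the whole gene is argued against by this value. The feature before exon 8 changed by -0.40 (SE 0.23) relative to *Trdn*, with a limma p of 0.0952. Reads of near-identical parent genes are an unlikely source. The parents found, *Sdhaf3*, *Litaf* and *Ssbp1*, shared 84.0, 82.1 and 83.6% of bases with the pseudogenes, and the largest log2 fold change among the parents was 0.14 (SE 0.14). A candidate explanation is that without antisense transcription more sense transcription of *Trdn* continued past the end of the cardiac isoform at 33196317. AC157017.1 lies at 33211085, before the start of *Trdn-as* at 33256418, so a sense transcript starting near the *Trdn-as* promoter would not include it. AC109214.4 at 33412076 and AC109214.2 at 33463905 lie past that start, so such a transcript stays open as a source of their rise. The 3 features after exon 8 have few reads, and intronic reads need not reflect spliced skeletal muscle *Trdn*. The tests ran on the data in which the pattern was seen, so the candidate explanation remains a hypothesis.

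*H19* and its neighbour *Igf2* were both higher in KO. *Igf2*, on chromosome 7 from 142650766 to 142666816, was chosen after its values were seen and had 185, 220 and 186 normalised reads in KO and 142, 163 and 151 in WT hearts, a log2 fold change of 0.37 with an adjusted p of 0.558 (limma). Library depth and read density as the whole cause are argued against, since the adjusted p of *H19* was 0.0352 under the correction for read density (limma), within a range of 0.00690 to 0.754 over its alternatives. A rise of imprinted genes as a group was not seen. Of 20 other imprinted genes 17 were tested, 10 higher and 7 lower, with a median log2 fold change of 0.02 and a fry p of 0.614, a test that decides nothing when members go both ways. Leaving out KO replicate 2, WT replicate 1 or WT replicate 2 removed *H19* from the genes that passed, with adjusted p of 0.190, 0.396 and 0.115 (limma), while the log2 fold change stayed between 0.73 and 1.00 over the 6 fits that each left out 1 library. A part played by other tissue in KO replicate 2, age of the animals and chance stay open.

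Leaving out KO replicate 1 raised the count from 4 to 32 genes, and that heart was among the 3 hearts of the split that gave 8 genes. A candidate explanation is that the feature that sets these hearts apart adds variance to the KO group. Of the 8 genes of that split, *Ppbp*, *B3galt2* and *Myh7* were among the 28 genes added, and the others were not.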
